A study of Homo sapiens with 6 samples. Its data were reported in "Functional characterisation of tumour suppressor PDCD4 reveals previously undisclosed role in the control of cell adhesion" (2026).

How the data were processed

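Total RNA of MCF10A cells was sequenced in 6 libraries, 3 after siRNA against PDCD4 and 3 after a control siRNA, as paired reads of 75 bases per the labels. The authors ran Salmon on the reads against a GRCh38 transcript set of a release other than the annotation used here, and deposited one table of transcripts per library. The estimated counts in these tables were made by the authors with Salmon, which shares a read out among the transcripts it fits. Thus between 36.3% and 39.2% of the 194142 listed transcripts had a count that was not whole. Between 76113 and 81512 had any reads in a library, so most transcripts with reads had such a count. The TPM values were made by the authors in the same Salmon run, and no level is given here in TPM. Totals of estimated counts per library lay between 13410441 and 21828931. The version of Salmon is not given in the sources used here.

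Each table lists 194142 transcripts, of which 181244 were matched by identifier to GENCODE release 44 (GRCh38), 180834 with the same version. The other 12898 transcripts held between 5.47% and 6.21% of the counts and were not analysed here. No matched transcript belongs to the lncRNA class, so long noncoding RNAs are not covered. Matched transcripts were summed to 34486 genes, 19692 of them protein-coding. Coordinates are those of GENCODE on GRCh38.

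Gene counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test with robust fitting, TMM factors, the default expression filter filterByExpr) with group as the only factor and an offset for the average transcript length of each gene in each library, as tximport hands it to the model. P-values were adjusted by Benjamini-Hochberg over the 13047 genes tested, and an FDR of 5% was the threshold. The median biological coefficient of variation was 0.125. Levels of genes are CPM, computed here with TMM factors and the length offset. A value after ± is the SE of a log2 fold change and the SD of a level or share. Transcripts were tested in the same way without the length offset. Isoform shares were tested with the edgeR function diffSpliceDGE, with Simes p-values per gene, in genes with 2 or more transcripts that each held at least 5% of the gene's counts. DESeq2 with the length offset served as the alternative test, here in version 1.42.0. The authors tested with DESeq2 as well.

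Of 34 gene lists written before the data were examined, the 31 with at least 5 tested genes were tested with camera in limma 3.58.1 at its preset inter-gene correlation of 0.01, and again with the correlation estimated from each list. Counts given as adjusted over the list alone come from a Benjamini-Hochberg adjustment of the members' p-values by themselves. The overlap with PDCD4-bound RNAs was compared with 10000 random lists of genes matched on mean level in 20 bins. The tests of genes and transcripts were tested on simulated data in which 200 of them had been changed, and the tests of isoform shares, of gene lists with camera, of list overlap and of 7-mers on simulated data of their own. With the simulated genes edgeR recovered 78% of genes changed by 1 and 95% of genes changed by 2 on the log2 scale with 16 calls of unchanged genes (8.47% of its calls), and DESeq2 recovered 81% and 91% with 22 (11.3%). The test of isoform shares recovered 12.3% of changed genes. Tables were read with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

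The genes to be named were chosen by a rule written before any value was seen: PDCD4, the genes the study's text names, the 12 genes per direction with the largest log2 fold change among those past an FDR of 5% with a gene symbol, a mean of at least 1 CPM and non-overlapping groups, up to 4 members per gene list with the smallest p, and the 6 genes with the smallest p for isoform shares. Of the transcripts to be named, none passed in edgeR. Genes outside this rule are said to be chosen after their values were seen. Alternatives were other normalisations, tests, filters and thresholds, a block for the replicate number, and leaving out each library in turn. An edgeR fit without robust estimation was added after seeing the data. Sequencing reads and junction counts were not analysed here.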

Results

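RNA was sequenced from MCF10A cells, an immortalised but non-tumorigenic human breast epithelial line that grows in medium with epidermal growth factor, insulin and hydrocortisone. In 3 libraries PDCD4 had been silenced by siRNA (siPDCD4), and in 3 libraries the cells had received a control siRNA (siCT). The siRNA was used at 10 nM and RNA was taken after 48 h. PDCD4 is an RNA-binding protein and tumour suppressor known as an inhibitor of the helicase eIF4A. The estimated counts came to 18619778, 15547679 and 16824687 for siPDCD4 replicates 1, 2 and 3, and to 21828931, 18540488 and 13410441 for siCT replicates 1, 2 and 3. Transcripts of protein-coding genes held between 76.2% of the counts, in siCT replicate 3, and 86.4%, in siCT replicate 1. The first principal component carried 29.9% of the variance and set siCT replicate 3, at 27.1, apart from the other 5 libraries, all at or below 7.78, and this library also had the lowest total and the lowest protein-coding share. The second component carried 24.2% and separated the groups, with siPDCD4 between -14.1 and -6.17 and siCT between 0.543 and 20.3. Nothing in the labels tells whether the 3 replicates of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical only.

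The first question was whether the silenced gene was lower in every siPDCD4 library. PDCD4 lies on chromosome 10 from 110871795 to 110900006 in GRCh38. Its normalised level was 90.5, 89.1 and 61.1 CPM (counts scaled to the same library size and corrected for transcript length) in siCT replicates 1, 2 and 3, and 9.16, 7.44 and 8.63 CPM in siPDCD4 replicates 1, 2 and 3. The mean fell from 80.2 ± 16.5 CPM to 8.41 ± 0.878 CPM (SD, n = 3 per group), a log2 fold change of -3.25 ± 0.17 (SE) with an adjusted p of 2.15e-05 in edgeR. The level thus changed by -89.5%. The coding transcript PDCD4-201, which held 61.5% of the gene's counts in siCT, was estimated at 1086, 755 and 529 counts in siCT and at 108.5, 65.1 and 124 counts in siPDCD4.

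**Figure D1:**
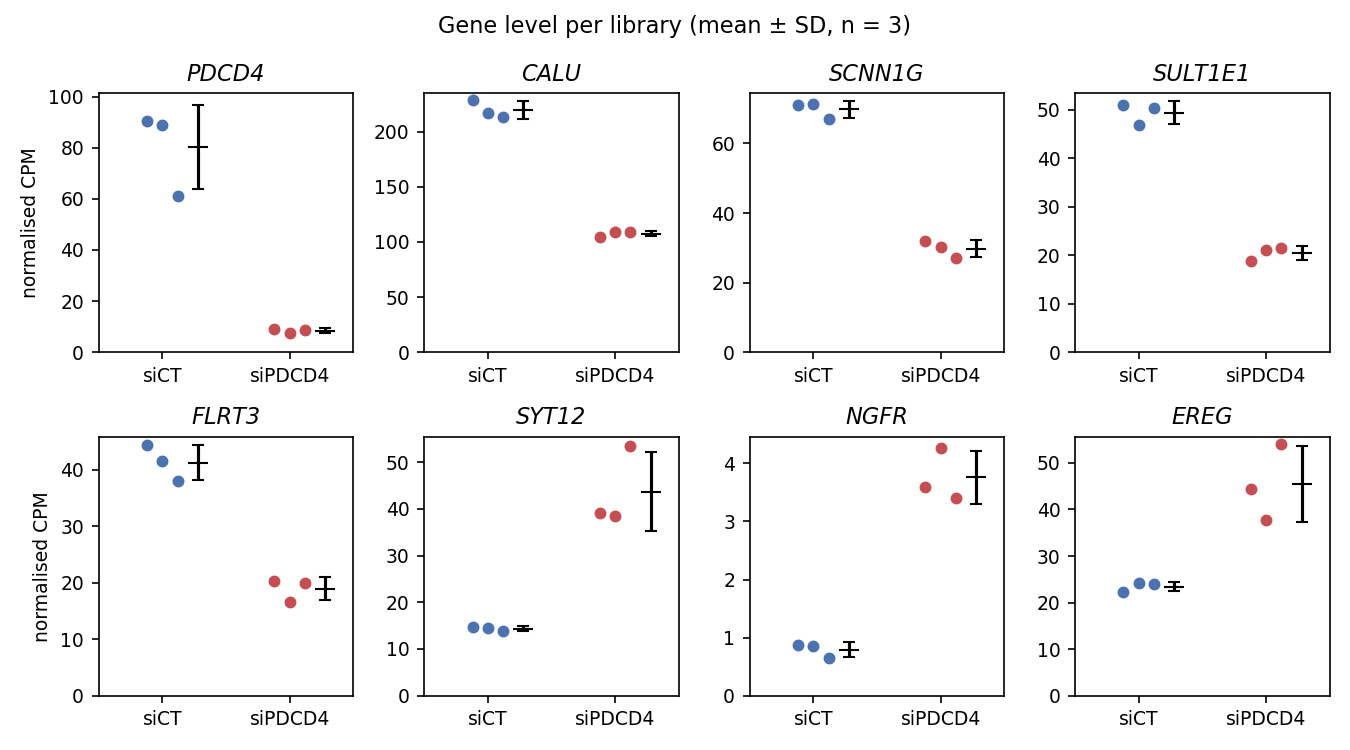
Normalised level in CPM (y axis, from 0) of 8 genes in each siCT and siPDCD4 library (x axis, 1 point per library), with the mean and SD of each group in black (n = 3). PDCD4 stood between 61.1 and 90.5 CPM in siCT and between 7.44 and 9.16 CPM in siPDCD4, and in all 8 genes the groups did not overlap.

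The central question was which mRNAs differed between PDCD4-silenced and control cells. Among 13047 genes tested, 56 changed at a false discovery rate (FDR) of 5%, of which 22 were higher and 34, PDCD4 included, were lower in siPDCD4. Among the 54 of them with a mean of at least 1 CPM, those that rose most encode the neurotrophin receptor NGFR, a marker of basal mammary cells, the calmodulin-like protein CALML3 and the kinase subunit CAMK2B. In the same set those that fell most after PDCD4 encode the epithelial sodium channel subunits SCNN1B and SCNN1G and the oestrogen sulfotransferase SULT1E1. All 56 genes are protein-coding, 23 had a log2 change of at least 1 in size, and in all 56 the 3 siPDCD4 libraries lay on one side of the 3 siCT libraries. Such a separation was found in 13.9% of all tested genes, where chance gives 10%. These calls come from the model without a block for the replicate number. With that block 102 genes passed, 37 higher and 65 lower, all 56 among them.

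NGFR rose by 2.22 ± 0.30 on the log2 scale (SE, n = 3 per group, adjusted p = 0.0107), from 0.792 ± 0.126 to 3.76 ± 0.455 CPM (SD). CALML3 and CAMK2B rose by 2.18 ± 0.39 and 1.78 ± 0.32, also from low levels of 0.389 and 2.26 CPM. EGR3, a transcription factor gene switched on rapidly by growth factors, rose by 1.64 ± 0.24. SYT12, a member of the synaptotagmin family of membrane-trafficking proteins, rose by 1.60 ± 0.14, from 14.3 ± 0.481 to 43.7 ± 8.43 CPM. HAS3, which makes the matrix polysaccharide hyaluronan, rose by 1.58 ± 0.27, and the insulin-like growth factor binding protein IGFBP2 by 1.48 ± 0.23. The magnesium transporter NIPAL4 and the sialyltransferase ST6GALNAC2 rose by 1.55 ± 0.26 and 1.46 ± 0.24. The cytokine LIF, the aldehyde dehydrogenase ALDH3A1 and the EGF receptor ligand EREG rose by 1.04 ± 0.19, 0.95 ± 0.16 and 0.95 ± 0.14. Adjusted p-values of these 12 genes in edgeR lay between 0.000908 for SYT12 and 0.0483 for CAMK2B.

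Both sodium channel subunits fell, SCNN1B with a log2 fold change of -1.28 ± 0.17 and SCNN1G with -1.23 ± 0.10 (SE, n = 3 per group). SCNN1G went from 69.8 ± 2.33 to 29.7 ± 2.43 CPM (SD). SULT1E1 and the aldehyde oxidase AOX1 had log2 fold changes of -1.27 ± 0.10 and -1.16 ± 0.13. CALU encodes calumenin, a calcium-binding protein of the endoplasmic reticulum, and was the most abundant of the 12 lower genes with 219.6 ± 7.84 CPM in siCT and 108 ± 2.61 CPM in siPDCD4, a log2 fold change of -1.03 ± 0.08. The transmembrane protein FLRT3, the protocadherin PCDH9 and the secreted collagen- and calcium-binding protein CCBE1 had log2 fold changes of -1.13 ± 0.12, -1.05 ± 0.17 and -1.15 ± 0.15. The ethanolamine kinase ETNK2, the monocarboxylate transporter family member SLC16A14 and the surface antigen PSCA fell with log2 fold changes of -1.19 ± 0.18, -1.03 ± 0.18 and -0.95 ± 0.12. Adjusted p-values after PDCD4 lay between 0.000351 for CALU and 0.0443 for SLC16A14.

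**Figure D2:**
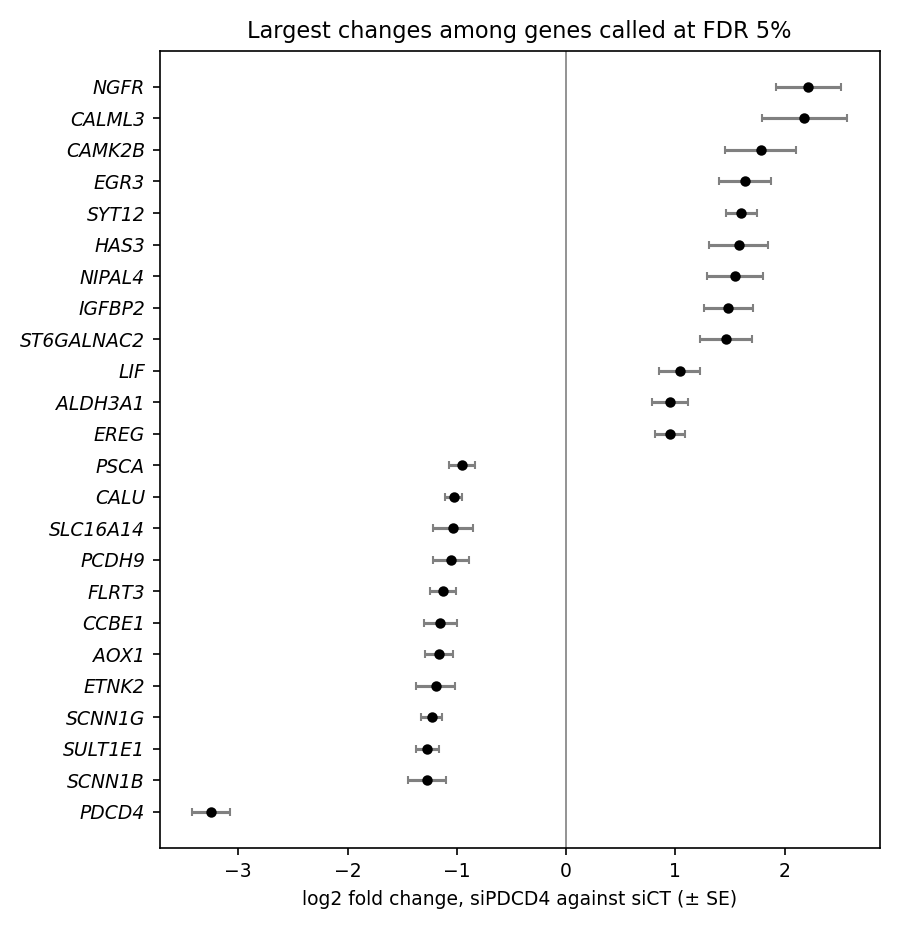
Log2 fold change of siPDCD4 against siCT (x axis) for the 12 genes with the largest change in each direction among those past an FDR of 5% with a mean of at least 1 CPM (y axis), with the SE of each as a bar (n = 3 per group). Values run from -3.25 for PDCD4 to 2.22 for NGFR.

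PDCD4, SCNN1G, SULT1E1, CALU, AOX1, FLRT3 and SYT12 passed the FDR of 5% whichever library was left out, whereas CALML3, CAMK2B, HAS3, NIPAL4, ST6GALNAC2, LIF, ALDH3A1 and SLC16A14 passed in none of the 6 analyses with a library left out, and the other 9 of these 24 genes passed in some. The number of genes past the threshold was 17, 22 and 30 without siPDCD4 replicates 1, 2 and 3 and 32 without siCT replicate 2, and it was 181 with DESeq2, which called all 56 genes of the edgeR analysis. Fewer of the 56 passed in other settings, among them 51 without the length offset, where PCDH9 did not (adjusted p = 0.0645). CAMK2B, LIF and SLC16A14 did not pass with RLE factors (adjusted p = 0.0523, 0.0501 and 0.0523) or upper quartile factors (adjusted p = 0.0532, 0.0544 and 0.0544), CAMK2B did not without the most abundant genes (adjusted p = 0.0515), and CALML3, HAS3 and LIF did not with limma-voom (adjusted p = 0.0578, 0.0578 and 0.063).

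The next question was which processes shifted, for which gene lists fixed by function were tested as sets. Of 31 lists with enough tested genes, 5 were higher and 2 lower as sets at an FDR of 5% with the preset correlation of camera. Feedback and output genes of the ERK and EGF receptor pathway were higher as a set, with an adjusted p of 1.75e-10 (adjusted p = 0.0579 with an estimated correlation). Of 23 members, 20 had a log2 fold change above 0 and 3 passed the test over all genes, or 6 adjusted over the list alone. These 3 were the phosphatase DUSP6, which removes phosphate from ERK (0.80 ± 0.09), PHLDA1 (0.68 ± 0.08) and EREG. The ligand genes AREG and TGFA had log2 fold changes of 0.40 ± 0.08 and 0.41 ± 0.09, with adjusted p-values of 0.0624 and 0.0893. In 8 other settings with all libraries AREG passed over all genes in 5 and TGFA in 2. With a library left out, both passed in 0 of 6 analyses. Growth-factor-induced AP-1 and immediate early genes were higher as a set as well (adjusted p = 0.00328, or adjusted p = 0.4 with an estimated correlation). In this list 2 of 19 genes rose, EGR3 and EGR1 (0.88 ± 0.12, adjusted p = 0.0107, or 0.0524 without siPDCD4 replicate 1), and adjusted over the list alone 3 were higher and 1 was lower. FOS had a log2 fold change of 0.59 ± 0.12 and an adjusted p of 0.0664. It passed over all genes in 3 of 8 other settings and in 0 of 6 analyses with a library left out.

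The other 5 sets passed with the preset correlation although no single member did so over all genes in the edgeR analysis with all 6 libraries. Of the members named below, LPIN1 passed over all genes in 4 of 8 other settings, PLAU and PLAT in 2 and MMP14 in 1. MT-ND4 passed in 1 of 7, and FDPS, MT-CYB, IFIT1, MX1 and H2BC6 passed in none. Cholesterol and fatty acid synthesis genes were lower as a set (adjusted p = 2.8e-05, or adjusted p = 0.717 with an estimated correlation), with 28 of 35 below 0 and 1 lower adjusted over the list alone, and LPIN1 and FDPS at -0.44 ± 0.08 and -0.32 ± 0.10. The 13 mitochondrially encoded mRNAs were lower as a set (adjusted p = 5.53e-05, or adjusted p = 0.759 with an estimated correlation). Of the 13, 12 had a log2 fold change below 0 and 1 above 0, and 4 were lower adjusted over the list alone. MT-ND4 and MT-CYB had -0.39 ± 0.10 and -0.36 ± 0.10. The share of all counts held by the 13 mRNAs was 0.898% ± 0.095 in siCT and 0.789% ± 0.040 in siPDCD4 (SD, n = 3). It was highest, 1.01%, in siCT replicate 3. Interferon response genes were higher (adjusted p = 0.00328, or adjusted p = 0.974 with an estimated correlation), with 33 of 41 above 0 and none past the list's own adjustment, and IFIT1 at 1.55 ± 0.59 (0.51 without siPDCD4 replicate 3) and MX1 at -0.65 ± 0.26. Enzymes that remodel the matrix were higher (adjusted p = 0.036, or adjusted p = 0.759 with an estimated correlation), although their log2 fold changes lay on both sides, 18 above and 16 below 0 with a median of 0.05. Among the 34, 5 were higher and 1 was lower adjusted over the list alone, with the plasminogen activators PLAU and PLAT at 0.45 ± 0.11 and 0.50 ± 0.14 and the membrane-bound protease MMP14 at 0.38 ± 0.10. Replication-dependent histone mRNAs were higher (adjusted p = 0.036, or adjusted p = 0.974 with an estimated correlation), with 38 of 53 above 0 and H2BC6 at 0.45 ± 0.17. Histone genes are near-identical copies, so the split of reads among them is uncertain. The matrix enzymes did not pass without siPDCD4 replicate 3 (0.283), siCT replicate 1 (0.136) or siCT replicate 2 (0.133). With a block for the replicate number the matrix enzymes did not pass either (0.0631). The interferon list did not pass without siPDCD4 replicate 3 (0.540) or siCT replicate 2 (0.0606). The histone list did not pass without siPDCD4 replicate 1 (0.121), siCT replicate 3 (0.891) or the length offset (0.102). Without siPDCD4 replicate 2 the histone list did not pass and turned its direction (0.689). The number of lists called was 12 without siCT replicate 1 and without siCT replicate 3, and no list passed with an estimated correlation. That correlation was 0.00395 in the ERK list, 0.0103 in the AP-1 list and between 0.0732 and 0.722 in the other 5. In the ERK list it lay below the preset of 0.01, so a higher correlation does not account for that loss, whose cause was not tested. With the set test fry the ERK list alone passed (adjusted p = 0.0102). Of the 7 lists, the ERK and AP-1 lists had their lowest p with the real groups, and the other 5 had a lower p in another split of the 6 libraries. The ERK list was also called in 3 of the 9 other splits and the AP-1 list in 1.

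**Figure D3:**
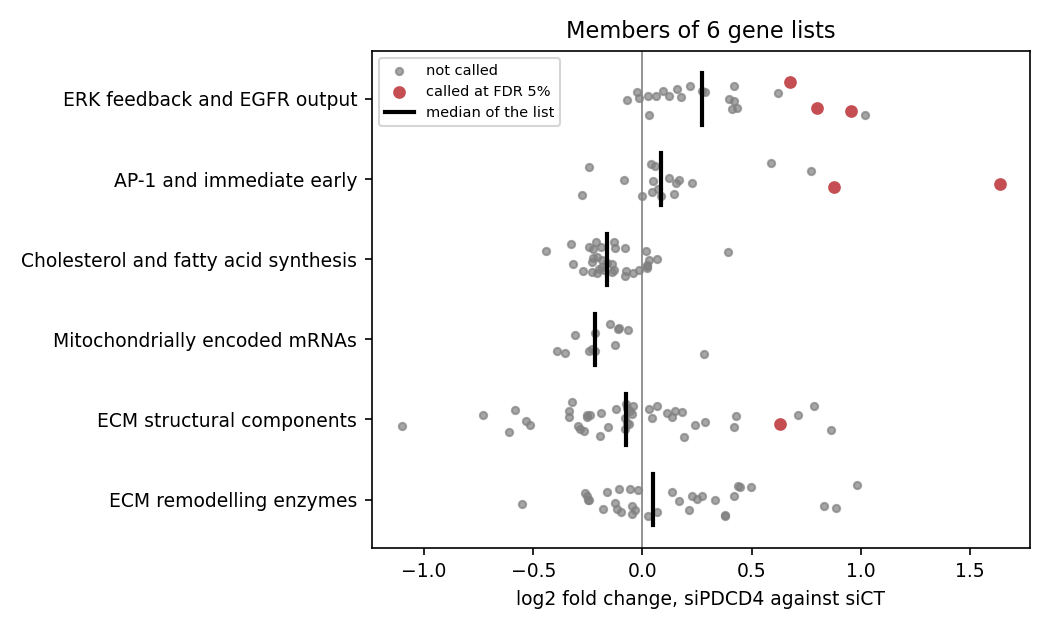
Log2 fold change of siPDCD4 against siCT (x axis) for the tested members of 6 gene lists (y axis, 1 point per gene, shifted vertically to separate points), with genes past an FDR of 5% in red and the list's median as a black line. In the ERK and EGF receptor list 20 of 23 genes lie above 0, and in the cholesterol and fatty acid list 28 of 35 lie below 0.

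The study's text singles out genes of adhesion and of the cytoskeleton, so the lists for those functions were of particular interest. Structural components of the extracellular matrix did not pass as a set with all 6 libraries (adjusted p = 0.496), but were lower without siPDCD4 replicate 3 (adjusted p = 0.0193) and without siCT replicate 1 (adjusted p = 0.0263), and turned their direction without siCT replicate 3 (adjusted p = 0.305). Of 44 members SPARC alone passed over all genes in the edgeR analysis with all 6 libraries, with a rise of 0.63 ± 0.09. SPARC also passed in 2 of the 6 analyses with a library left out. Adjusted over the list alone 1 member was higher and 4 were lower. DCN, which encodes the proteoglycan decorin, had a log2 fold change of -1.10 ± 0.20 (adjusted p = 0.0541), and the laminin chain LAMA3 had -0.34 ± 0.08 (adjusted p = 0.154). In 8 other settings with all libraries DCN passed in 3 and LAMA3 in 1. With a library left out, DCN passed in 1 of 6 analyses and LAMA3 in 0. Hemidesmosome and desmosome genes had 16 of 20 log2 fold changes below 0 (adjusted p = 0.0846, or 0.0136 without siCT replicate 1), with DSG3, a desmosomal cadherin, at -0.37 ± 0.11. Integrins and focal adhesion genes, adherens and tight junction genes, and intermediate filament and cytoskeleton genes held no gene past the threshold over all genes, and their adjusted p-values as sets were 0.496, 0.496 and 0.0795. The intermediate filament and cytoskeleton list was lower without siPDCD4 replicate 2 (adjusted p = 0.0269) and without siCT replicate 3 (adjusted p = 0.0297). It was also lower without the length offset (adjusted p = 0.0498) and with a block for the replicate number (adjusted p = 0.0451). The integrin list was lower without siCT replicate 1 (adjusted p = 0.0485). Of 21 tested genes that the study's text names, edgeR called 0 at an FDR of 5%, with 4 at an unadjusted p under 0.05 and FOS lowest, and DESeq2 called 2, FOS (higher) and KRT7 (lower). The study names them as protein partners, bound RNAs, spliced genes or from earlier reports, not as mRNAs whose level it found changed. For PLEC and VIM it reported no significant difference in mRNA level. PLEC, which encodes the cytolinker plectin, had a log2 fold change of -0.07 ± 0.34 (adjusted p = 0.988), with 798 ± 356 CPM in siCT and 762 ± 85.9 CPM in siPDCD4 (SD, n = 3). Without siCT replicate 3 its log2 fold change was 0.31. The intermediate filament gene VIM had -0.02 ± 0.08 (adjusted p = 0.985), with 568 ± 15.4 and 560 ± 13.4 CPM. The adhesion receptor CD44 had 0.31 ± 0.09 (adjusted p = 0.242).

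The remaining lists gave no set-level call with camera, which tests for a shift in one direction, and of all 24 lists that did not pass, 18 held no gene past the threshold. With fry for changes in both directions together, adjusted p-values of the 24 ran from 9.62e-05 for p53 targets to 0.857 for ribosomal protein genes. They were 0.00584 for the structural matrix list and for the intermediate filament and cytoskeleton list. Lists that did hold such a gene, besides the matrix list, were those of mesenchymal genes, with SPARC, inflammatory cytokines, with LIF (adjusted p of the set 0.606 with camera, or 0.0363 without siCT replicate 3), basal mammary markers, with NGFR, keratinocyte differentiation, with CALML3, and p53 targets, in which TP53I3 fell (-0.61 ± 0.10, adjusted p = 0.0315, passing in 1 of the 6 analyses with a library left out). Basal markers had 10 of 24 members above 0 and luminal markers 7 of 14. TP63, a basal regulator, had a log2 fold change of 0.36 ± 0.09 (adjusted p = 0.18), the luminal progenitor marker ALDH1A3 0.75 ± 0.13 (adjusted p = 0.0502), CD24 -0.40 ± 0.07 (adjusted p = 0.0524), KRT7 -0.32 ± 0.08 (adjusted p = 0.21) and MUC1 -0.42 ± 0.15 (adjusted p = 0.432). In 8 other settings with all libraries ALDH1A3 passed in 7, CD24 in 6, TP63 in 2 and MUC1 in 0, and KRT7 in 1 of 7. With a library left out, ALDH1A3 passed in 2 of 6 analyses, CD24 in 1 and TP63, KRT7 and MUC1 in 0. Markers of fibroblasts had 6 tested members and none past the threshold (adjusted p = 0.435, or 0.0445 without siCT replicate 1). Endothelial and haematopoietic markers had 3 and 4 tested members, too few for a set test. Leaving out 1 library brought 13 of the 24 lists past the threshold at least once. Ribosomal protein genes (adjusted p = 0.712 with all libraries) were higher as a set without siCT replicate 1 (adjusted p = 4.52e-05) and lower without siCT replicate 3 (adjusted p = 4.92e-07). YAP-TEAD targets (adjusted p = 0.0795 with all libraries) were higher without siPDCD4 replicate 1 (0.0247) or 2 (0.0119), without siCT replicate 3 (0.00766) and without the length offset (0.0115). Genes of mitosis (adjusted p = 0.0846 with all libraries) were lower without siPDCD4 replicate 1 (0.0208) or 2 (0.0326) and without siCT replicate 3 (0.000464). Genes of G1/S and replication were higher without siPDCD4 replicate 3 (0.000484) and siCT replicate 1 (0.0263), the ATF4 response was higher and the TGF-beta response lower without siPDCD4 replicate 3 (0.0251 and 0.0193), and translation initiation factors were lower without siCT replicate 3 (0.00529).

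The overlap with RNAs that PDCD4 binds was then counted, with the study's list of iCLIP-enriched RNAs from another experiment. Of 284 tested RNAs on that list 2 changed and both fell, the transcription factor gene TFCP2L1 (-0.81 ± 0.10, SE, n = 3 per group) and SRRM2, which encodes a spliceosome-associated protein (-0.47 ± 0.08). Random genes of the same mean level gave 1.61 on average, with 0 to 4 in the central 95% of random lists, and the two-sided permutation p was 0.968. TFCP2L1 passed the threshold whichever library was left out, SRRM2 in 2 of the 6 analyses with a library left out but not without the length offset (-0.06 ± 0.15, adjusted p = 0.963), and the count was 1 without siPDCD4 replicate 1, 2 or 3. With the 181 genes that DESeq2 called, 9 were on the list, where random lists gave 5.73 and the permutation p was 0.24.

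At the level of single transcripts, edgeR called 0 of 47375 at an FDR of 5%, with 1473 (3.11%) at an unadjusted p under 0.05 and a lowest adjusted p of 0.24. DESeq2 called 360, of which 170 were higher and 190 lower, and 230 of the 360 had at least 3 libraries with a count of 0. On simulated counts with the spread of these libraries, edgeR recovered 0% of transcripts changed by 1 and 7% of those changed by 2 on the log2 scale, and DESeq2 recovered 21% and 43% with 274 calls of unchanged transcripts (81.1% of its calls). At this depth and spread edgeR thus misses most changes of single transcripts, and its count of 0 does not show that none changed.

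The share of each isoform within its gene was compared next, since the study asked whether splicing changed. Isoform shares differed in 34 of 7877 genes at an FDR of 5%. The 6 with the smallest p were PITPNM1, CLCN3, PARP6, XYLT2, MYO6 and TOGARAM1, and in all 34 the deciding transcript had a count of 0 in every library of one group. A transcript of PITPNM1, for example, held 53.6% ± 15.5 of its gene's counts in siPDCD4 and none in siCT (SD, n = 3), and a transcript of XYLT2 held 28.2% ± 3.01 in siCT and none in siPDCD4. The list of the study's genes with a splicing event was chosen on these same samples and so is no independent evidence. It holds 31 genes, more than the number of events the study counted, and why it is longer was not tested. Of these genes 27 could be tested and edgeR called 0, with 0 at an unadjusted p under 0.05. Only 1.21% of all tested genes reached that p, so a count of 0 among 27 cannot tell whether these genes changed. Without the minimum share per isoform edgeR called 1. Estimated isoform shares and splicing events counted from reads are not the same measure. Another split of the same 6 libraries gave 52 genes in this test, more than the 34 of the real groups, and on simulated data the test recovered 16 of 130 changed genes with 16 calls of unchanged ones. With a block for the replicate number 17 genes were called, 16 of them among the 34. With no minimum share 115 were called, and with a minimum of 10% only 10. The analyses with a library left out each shared between 13 and 19 of the 34.

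**Figure D4:**
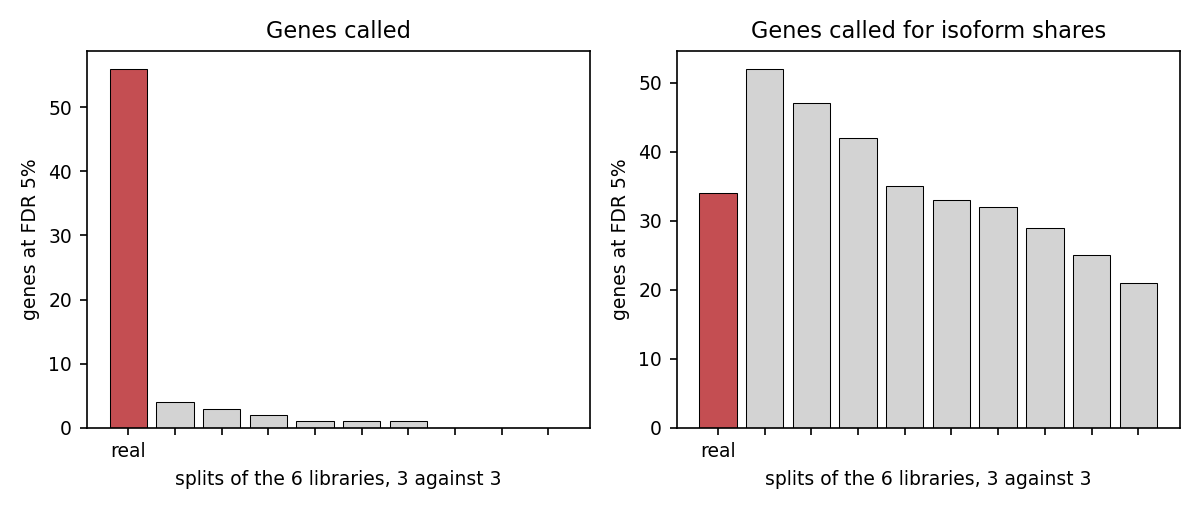
Number of genes past an FDR of 5% (y axis, from 0) for each of the 10 splits of the 6 libraries into 3 against 3 (x axis), with siPDCD4 against siCT in red at the left. For genes the real groups gave 56 and the highest other split 4, and for isoform shares they gave 34 and the highest other split 52.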

Values the study reported

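The study reported that 113 genes and 274 transcripts were downregulated at an FDR below 5% when PDCD4 was silenced. It also counted 28 changed splicing events, of which 20 were skipped exons, 2 retained introns, 4 alternative 3′ splice sites and 2 alternative 5′ splice sites.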

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

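All alternatives were chosen before the data were examined, except the edgeR fit without robust estimation and the repeats of the pairing check at other expression limits, which were added after seeing the data. PDCD4 kept its direction and its call throughout, with log2 fold changes from -3.41 to -3.08, and none of the 56 genes turned its direction in any setting. The number of genes called was 181 with DESeq2, 128 without the length offset, 108 without a filter beyond 1 count and 14 at an FDR of 1%, and 17 to 40 in the leave-one-out analyses. It was 53 with RLE factors, 58 with upper quartile factors, with limma-voom and without the 50 most abundant and mitochondrial genes, 59 with protein-coding genes only and 45 without robust fitting. Of the 56 genes, 52 were among those called with RLE factors, upper quartile factors, limma-voom or protein-coding genes only, 54 without the most abundant genes, 51 without the length offset and 44 without robust fitting. The replicate block gave 102 genes, 17 genes for isoform shares (34 without the block), 7 gene lists and 0 transcripts, and with it the matrix remodelling list was lost (adjusted p = 0.0631) and the intermediate filament and cytoskeleton list gained, as lower (adjusted p = 0.0451). Deviations from the group means of libraries with the same number correlated at 0.0886, 0.133 and 0.198 over all tested genes, so by a limit of 0.1 the numbers do not pair the samples, although 5 of the 6 libraries correlated best with their own number. That outcome depends on the expression limit, since with genes of at least 5 CPM all 3 correlations lay above it (0.12 to 0.209), and at 100 CPM they were 0.274 to 0.459. These repeats were made after the count with the block was known, and the measure over all tested genes was kept. PLEC, never called, turned its direction with the replicate block (0.032), limma-voom (0.033) and between leave-one-out analyses (-0.35 to 0.31), and VIM likewise in the leave-one-out analyses (-0.039 to 0.0098). Gene lists called were 0 with an estimated correlation, 1 with fry (the ERK and EGF receptor list) and 5 to 12 in the leave-one-out analyses. In the latter the adjusted p of the histone list ran from 2.3e-10 to 0.891. PDCD4-bound RNAs among the genes called were 9 with DESeq2 and 1 to 3 in the leave-one-out analyses. Transcripts called were 360 with DESeq2 and 0 in every edgeR setting. Genes called for isoform shares were 115 with no minimum share and 10 with a minimum of 10%, and 38 to 50 in the leave-one-out analyses. Of the study's genes with a splicing event, 1 was called with no minimum share and 0 to 1 in the leave-one-out analyses. With 1 library less the tests have less power, which cannot account for the counts of lists and isoform genes that were higher, and for these and the other differences the cause was not tested. MT-ND4, MT-CYB and KRT7 have no value without the most abundant and mitochondrial genes.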

Other observations

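The tests of seed matches, of glucocorticoid-induced genes and of zero counts in this part were chosen after the results they concern were seen, with each prediction written before its test was run, except where stated otherwise. Several genes named here were chosen after their values were seen, namely DUSP1, TSC22D3, FAT2, GJB2, SOX9, MRC2, S100P, DNER, SGPP2, FKBP5, SCNN1A, NR3C1, CEBPD, TIPARP and ERRFI1. Among the higher genes are SOX9, a transcription factor of mammary progenitor cells (log2 fold change 0.94 ± 0.16, SE, n = 3 per group, edgeR adjusted p = 0.0384), the gap junction protein GJB2 (0.84 ± 0.14, adjusted p = 0.0378), the collagen receptor MRC2 (0.85 ± 0.14, adjusted p = 0.0315) and the giant cadherin FAT2 (0.60 ± 0.09, adjusted p = 0.015). Among the lower genes are the Notch ligand DNER (-0.94 ± 0.11, adjusted p = 0.00489), the calcium-binding protein S100P (-0.91 ± 0.16, adjusted p = 0.0379) and the sphingosine phosphatase SGPP2 (-0.79 ± 0.11, adjusted p = 0.0107). Of the 6 analyses with a library left out, DNER passed in 6, SGPP2 in 4, FAT2 in 3, GJB2, MRC2 and S100P in 1 and SOX9 in 0, and S100P did not pass with limma-voom (adjusted p = 0.0516).

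By edgeR 34 genes were lower at an FDR of 5%, and by DESeq2 103. The edgeR value is lower than the value quoted from the study above, while the value from DESeq2, the tool the study used, is close to it.

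By edgeR 0 transcripts were lower at an FDR of 5%, with 1473 at an unadjusted p under 0.05 in both directions together, and DESeq2 called 190 lower. Both values are lower than the value quoted from the study above.

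A siRNA can lower unintended mRNAs whose 3′ UTR matches its seed, and the reagent used was a catalogue product, which may hold several siRNAs, whose sequences are not given in the sources used here; no other reagent against PDCD4 is among these samples. Among genes of at least 5 CPM with a 3′ UTR, 16 of 32 lower genes carried at least 1 of the 4 PDCD4 7-mers most tied to lower levels among the genes not called, where random genes of the same 3′ UTR length gave 9.73 (permutation p = 0.0192), and 7 of 15 higher genes did, where random genes gave 4.95 (permutation p = 0.359). Of the 4, only the best passed a Bonferroni adjustment over the 2864 PDCD4 7-mers (adjusted p = 0.00823, z = -4.54, mean log2 difference -0.04), and by itself it stood in 5 of the 32 lower genes, where random genes gave 3.32 (permutation p = 0.466). In tests that, like this last count, were added after the count of 16 was known, it ranked 1 of 16325 7-mers, but 2 of the 9 other splits of the libraries gave a z as extreme. Part of the lower genes may be seed effects, but these data do not settle it.

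SCNN1B, SCNN1G, TSC22D3 (-0.74 ± 0.13) and DUSP1 (-0.66 ± 0.09) are known to be induced by glucocorticoids, and the medium holds hydrocortisone, although without 1 library TSC22D3 passed in 0 of 6 analyses and DUSP1 in 4. In a separate list of glucocorticoid-induced genes without these 4, 17 of 26 had a log2 fold change below 0 and none was called, with a camera p of 0.0354 (p = 0.293 with an estimated correlation), and the mean of the 4 core members, FKBP5 among them, was -0.24 ± 0.07 (SE). FKBP5 had -0.26 ± 0.08, SCNN1A -0.27 ± 0.07 and the receptor gene NR3C1 -0.15 ± 0.08 (edgeR adjusted p = 0.312, 0.217 and 0.646), while CEBPD had 0.54 ± 0.16, TIPARP 0.26 ± 0.09 and ERRFI1 0.29 ± 0.12, or 0.14 without siPDCD4 replicate 3 (edgeR adjusted p = 0.257, 0.42 and 0.536). The mean of the core members meets what was predicted for a weaker glucocorticoid response in siPDCD4, which may account for part of the lower genes. The SE of that mean takes the 4 genes as independent, although they were measured in the same 6 libraries. That limit and the camera p that is lost with an estimated correlation leave the question of a weaker response open.

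In all 34 genes called for isoform shares the deciding transcript was at 0 in 3 libraries. Of 2007 transcripts at 0 in exactly 3 libraries and with at least 20 counts on average in the others, 9.32% had their zeros fill one group (95% interval 8.08 to 10.7), where chance gives 10%. The calls may therefore come from estimates that switch between isoforms whatever the group, and no biological explanation was tested.

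Of the 10 splits of the 6 libraries into 3 against 3, 1 gave as many genes as the real groups, namely those groups themselves (56, highest other 4). For transcripts 10 did (0, highest other 0), which tells nothing, because any split gives at least 0. For isoform shares 5 did (34, highest other 52) and for gene lists 5 (7, highest other 19). The ERK and AP-1 lists had their lowest p with the real groups, but were also called in 3 and 1 of the 9 other splits. The other 5 called lists had a lower p in another split. The splits are too few for a share under 0.05.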
